A study of Schmidtea mediterranea with 2 samples.

How the data were processed

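Single-cell RNA sequencing was carried out on cells of the trunk region of Schmidtea mediterranea, a freshwater flatworm (planarian) that regenerates from a population of stem cells. The animals were of the strain named CIW4 in the labels. 2 libraries were analysed, 1 from animals that received control RNA interference (RNAi) and 1 from animals in which foxA, a gene for a forkhead transcription factor, was targeted by RNAi. RNAi lowers a transcript by introducing double-stranded RNA of its sequence. Per the labels' protocols, the trunks of 50 animals per condition were pooled and dissociated. Nucleated live cells were then sorted with a DNA dye and a viability dye and loaded for droplet-based 3′ end sequencing. Before fragmentation the cDNA was digested with CRISPR nuclease and 30 guides against 16S ribosomal sequence and was amplified again for 10 cycles, per the labels' protocols.

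The deposited values were whole-number counts of unique molecular identifiers (UMIs) per gene and cell barcode, not normalized. The matrices were written by Cell Ranger 6.1.2, per the file headers. Each matrix had 22016 features, in the same order in both libraries. All but 1 of these were named by an SMESG gene identifier and the remaining one by an SMED identifier. The genome build, the annotation version and the settings used to call cells were not stated. Every barcode had at least 286 UMIs in the control library and at least 440 UMIs in the foxA library, so barcodes of low depth had been removed before the counts were deposited, with different floors in the 2 libraries. The feature tables repeat the identifier in place of a gene symbol (0 features carried another name). No gene was therefore named, clusters of cells were given numbers and no cell types, and the level of foxA itself was not analysed here. The direction of every comparison rests on the library labels.

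Cells with at least 200 detected genes were kept, which removed 78 control cells and 17 foxA cells and left 5978 and 6781. Scrublet (in scanpy 1.11.5, expected rate 5%) marked 0 cells as doublets in each library at its automatic thresholds of 0.368 and 0.373, so doublet calling did not work on these data and no doublets were removed. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were standardised and capped at 10, and 30 principal components, a graph of 15 nearest neighbours and Leiden clustering at resolution 0.5 (igraph 0.11.9, fixed seed) gave 27 clusters, numbered by size. The libraries were clustered together without integration. A cluster's leading genes were those with the highest ratio of CPM (counts scaled to a total of 1000000), plus 10, in the cluster over all other cells. Cluster shares were compared only where the median log2 difference of the 10 leading genes between the libraries, within the cluster, was at most 1 in size. This set aside 2 clusters (clusters 10 and 22). Cluster 13 had no foxA cells and was compared also after clustering without its leading genes.

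There was 1 library per condition. Cells of a library are not replicates, so no test was made between the conditions and no p-value is given. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, sums of UMIs with exact Poisson 95% intervals and ratios with exact conditional binomial 95% intervals. These cover counting error only and not the variation between animals or preparations. A count of 0 is taken to allow up to 3 counts. For gene expression, UMIs were summed over all kept cells of a library, or of a cluster and library, and compared as log2 of (CPM + 1) in the foxA library over (CPM + 1) in the control library. This scale understates the change of low genes. Genes needed at least 100 UMIs over both libraries, or at least 50 UMIs within a cluster. Within-cluster comparisons were limited to the 20 clusters with at least 50 cells in each library. The difference that counting error alone would give was found from 20 Poisson draws of both libraries from their pooled profile. Depth was equalised, where stated, by drawing 400 UMIs per cell without replacement, which left out 1438 control cells (24.1%) and 0 foxA cells. The genes to name were fixed before the data were examined as the 2 highest and the 2 lowest whole-library log2 ratios where identifiers have no gene names. Only these 4 are named as risen or fallen, so the genes that a further rule would have named within clusters were not printed. Other identifiers are given only for the leading genes of a cluster or the most abundant gene of removed cells.

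The alternatives fixed before the data were examined were other cell filters (all deposited cells, or at least 500 genes), Leiden resolutions of 0.25 and 1.0, 4000 variable genes, another seed, thinned cells, standardising each library on its own, TMM factors (edgeR 4.0.16 in R 4.3.3), the mean of per-cell CPM, clusters weighted to equal shares, pseudocounts of 0.1 and 5 CPM and other gene filters. After the data were seen, 4 were added. The first 3 removed the highest 5% of doublet scores, left 1104 genes over 2-fold different between the libraries out of the clustering, or left out 200 genes, the 50 leading genes of each of the 4 clusters whose shares differed over 2-fold. The last left clusters 10 and 22 out of the median size of the share ratios. A cluster was traced in another clustering as the clusters of which most cells came from it, if they held at least 50% of its cells.

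The computation was tested on simulated data. In simulated sums of the whole libraries, with 200 of 11477 genes changed by 2 on the log2 scale, 95.5% of the changed genes came within 0.5 of the true value. In 6000 simulated cells (22016 genes) drawn from the cluster profiles at the real depths, the clustering gave an adjusted Rand index of 0.973 against the true clusters, and a cluster absent from 1 library was found with 0 cells of that library. All simulated cells of a cluster shared 1 profile in both libraries. The simulation thus checks the computation at these depths. It does not test cluster boundaries in real cells, which also vary within clusters and between libraries.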

Results

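The transcriptomes of single trunk cells were compared between 1 control RNAi library and 1 foxA(RNAi) library of planarians, to ask how the composition and gene expression of trunk cells differ when foxA is targeted. The control library held 6056 cells with 4329019 UMIs in total and the foxA library held 6798 cells with 7852495 UMIs. With 1 library per condition, every difference below is between these 2 libraries and has no replicate check. All intervals are 95% intervals that cover counting error only.

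The foxA library was deeper per cell. After removal of cells with fewer than 200 genes, the median was 563 UMIs per cell (quartiles 406 and 839) in the control library and 904 UMIs (quartiles 634 and 1401) in the foxA library, a ratio of 1.61. The median number of detected genes was 411 per cell in the control library and 624 in the foxA library. When every cell was thinned to 400 UMIs, which left out 1438 shallower control cells, the medians were 317 and 328 genes, so most of the difference in detected genes followed the depth. The ratio of median UMIs fell to 1.17 when only cells with at least 500 genes were kept. This was the alternative that moved it most, apart from thinning, which sets every cell to 400 UMIs.

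Clustering of the 12759 kept cells gave 27 clusters. Among the 20 clusters with at least 50 cells in each library, clusters 10 and 22 included, the log2 ratio of shares (foxA over control) ranged from -1.14 to 1.04, with a median size of 0.23. Without clusters 10 and 22 the range was the same and the median size was 0.19. Of the 24 clusters whose shares were compared, the interval of the ratio spanned 0 in 15, lay above 0 in 6 and lay below 0 in 3. These counts depended on the clustering. In 8 of the 15, the interval excluded 0 in at least 1 other clustering. Cluster 8, with a ratio of 0.23 (-0.004 to 0.48), lay above 0 in 8 of the 10 other clusterings that recovered it. The median size of the ratio rose most, to 0.42, when cells with at least 500 genes were clustered.

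**Figure D1:**
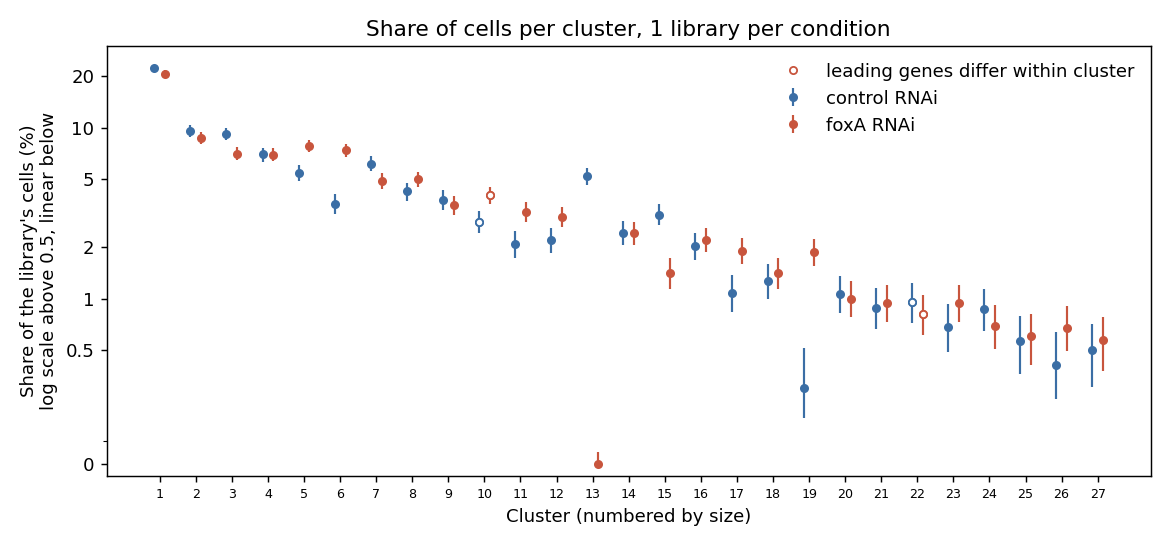
Share of each library's cells (y axis, percent, log scale above 0.5 and linear below) in each of the 27 clusters (x axis), for the control RNAi library (blue) and the foxA RNAi library (red). Bars are exact 95% intervals and open points mark clusters 10 and 22, whose leading genes differ between the libraries within the cluster; cluster 13 holds 5.20% of the control cells and 0% of the foxA cells.

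Cluster 13 was made up of control cells. It held 311 of 5978 control cells, a share of 5.20% (4.65% to 5.80%), and 0 of 6781 foxA cells. For this clustering, that allows a share of up to 0.0442% and makes the share at least 118-fold lower in the foxA library. Its leading genes were SMESG000043649.1 and SMESG000065348.1. Because these genes were themselves absent from the foxA counts, the cells were clustered again without the 50 leading genes of each of the 4 clusters with shares over 2-fold apart. The matching group then held 83.9% of the cluster's cells, with 267 control cells (4.47%) and 18 foxA cells (0.265%). Without all genes over 2-fold different between the libraries, it held 250 control cells and 22 foxA cells. The share of foxA cells thus stayed below that of control cells in both clusterings. After thinning to equal depth the group held 243 control cells and 1 foxA cell. Among cells with at least 500 genes it held 121 control cells (5.93%) and 15 foxA cells (0.320%), so the 118-fold bound does not carry over to that filter.

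Cluster 15 held a smaller share of the foxA cells. It comprised 186 control cells, 3.11% (2.69% to 3.58%), and 96 foxA cells, 1.42% (1.15% to 1.73%), a log2 ratio of -1.14 (-1.51 to -0.77). Its leading genes, SMESG000019976.1 and SMESG000006021.1 first, had a median log2 difference of -0.17 between the libraries within the cluster. The group was recovered in all 11 other clusterings, in which the log2 ratio lay between -1.14 and -0.97. Clusters 3 and 7 also held smaller shares of the foxA cells, with log2 ratios of -0.39 (-0.57 to -0.21) and -0.33 (-0.55 to -0.12). Both ratios stayed below 0 in the 11 other clusterings, but their size was not stable. After thinning, which also left out the shallower control cells, they were -0.58 for cluster 3 and -0.75 for cluster 7. Among cells with at least 500 genes cluster 3 was unchanged, at -0.39, and cluster 7 had -0.95.

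Cluster 6 rose from 215 control cells, 3.60% (3.14% to 4.10%), to 502 foxA cells, 7.40% (6.79% to 8.05%), a log2 ratio of 1.04 (0.81 to 1.28). Its boundary depended on the clustering. It was not recovered as a group in 4 of the 11 alternatives, among them the thinned cells, and at resolution 0.25 it was joined with further cells and the ratio fell to 0.66. Clusters 5, 11 and 17 held larger shares of the foxA cells, with log2 ratios of 0.53 (0.33 to 0.73), 0.62 (0.30 to 0.95) and 0.81 (0.37 to 1.26), and these 3 ratios stayed above 0 in the 11 other clusterings. The ratio of cluster 11 was 1.07 among cells with at least 500 genes, and its interval spanned 0 at resolution 1.0 and with 4000 variable genes. Leaving cluster 13 out of the totals lowers the log2 ratio of every other cluster by the same amount, a shift of -0.08. The intervals of cluster 1 (-0.213 to 0.005) and cluster 2 (-0.300 to 0.036), which span 0, would then lie below 0.

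Cluster 19 was rich in foxA cells, with 20 control cells, 0.335% (0.204% to 0.516%), against 127 foxA cells, 1.87% (1.56% to 2.22%), a log2 ratio of 2.48 (1.80 to 3.24). This size depended on the genes used and on the standardisation. When the leading genes were left out of the clustering, 91.8% of its cells were grouped with 98.5% of the cells of cluster 12. That joint group held 160 control cells, 2.68%, and 325 foxA cells, 4.79%, a log2 ratio of 0.84 (0.56 to 1.12). When each library was standardised on its own, the group traced to cluster 19 had a log2 ratio of 0.058. That group held 105 control cells and 124 foxA cells, so it took in control cells from outside cluster 19. Clusters 12 and 19 of the main clustering, taken as a unit, had a log2 ratio of 0.95 (0.66 to 1.23), and cluster 12 alone had a ratio of 0.45 (0.13 to 0.78). The group traced to cluster 12 had a ratio of 0.21 (-0.03 to 0.46) after thinning, 1.17 with all deposited cells and 0.93 among cells with at least 500 genes. These groups took in cells from outside cluster 12, with 369, 258 and 280 foxA cells against 205 in cluster 12. The group from all deposited cells held 61.4% of the cells of cluster 12. Cluster 12 was not recovered in 4 of the 11 other clusterings.

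Over the whole libraries, 11477 genes had at least 100 UMIs. The median log2 ratio was 0.08 and the median size was 0.23, against 0.08 from counting error alone. The size at the 90th percentile was 0.68, at the 95th percentile 0.96 and at the 99th percentile 2.18. The median size moved most, to 0.27, when genes with any UMI were included.

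The strongest falls were those of cluster 13's leading genes. SMESG000043649.1 had 6057 UMIs in the control library (5905 to 6212), or 1410 CPM, and 0 UMIs in the foxA library, at least 3685-fold lower. SMESG000065348.1 had 2576 UMIs in the control library (2477 to 2677), or 599.6 CPM, and 0 in the foxA library, at least 1567-fold lower. In the control library 97.5% of the UMIs of SMESG000043649.1 and 97.8% of those of SMESG000065348.1 lay in cells of cluster 13. Weighting the clusters to the same shares in both libraries had to leave out cluster 13, which had no foxA cells. The log2 ratio of SMESG000043649.1 then moved from -10.46 to -5.30, and that of SMESG000065348.1 from -9.23 to -3.94. These values set the 153 and 56 control UMIs outside cluster 13 against 0 foxA UMIs. They therefore say nothing of a fall at an equal share of cluster 13.

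The strongest rises occurred in 2 different clusters. SMESG000017804.1 rose from 65 UMIs (50.2 to 82.8), or 15.1 CPM, to 2873 UMIs (2769 to 2980), or 366 CPM, a log2 ratio of 4.51. In the foxA library 93.9% of its UMIs lay in cluster 19, of which it is the leading gene. Weighting the clusters to the same shares in both libraries lowered its log2 ratio to 2.18, and keeping only cells with at least 500 genes raised it to 6.94. Within cluster 19 it stood at 4020 CPM in the control cells and 13704 CPM in the foxA cells, and in cluster 12 it had 0 UMIs in the control library and 78 UMIs in the foxA library. SMESG000043411.1 rose from 17 UMIs (9.90 to 27.2), or 3.96 CPM, to 870 UMIs (813 to 930), or 111 CPM, a log2 ratio of 4.50. In the foxA library 93.3% of its UMIs lay in cluster 4, whose share was 6.99% of the control cells and 6.96% of the foxA cells. The log2 ratio of that share was 0.24 (0.02 to 0.47) after thinning and 0.41 (0.03 to 0.81) among cells with at least 500 genes. Within cluster 4 the log2 ratio of its CPM, with no pseudocount, was 4.72 (4.04 to 5.51).

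**Figure D2:**
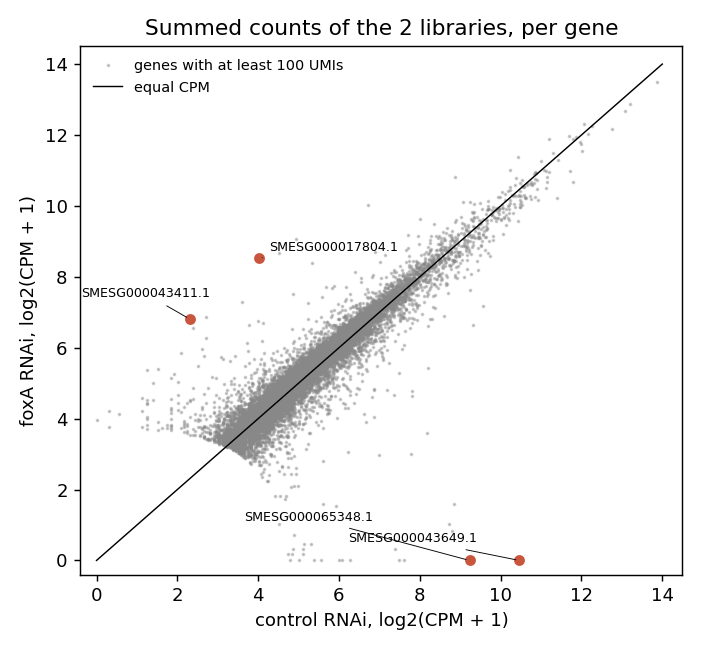
Summed expression per gene as log2(CPM + 1) in the control RNAi library (x axis) and the foxA RNAi library (y axis), for the 11477 genes with at least 100 UMIs, with the line of equal CPM. The 4 named genes are in red: SMESG000043649.1 and SMESG000065348.1 lie at 0 in the foxA library, and SMESG000017804.1 and SMESG000043411.1 lie 4.51 and 4.50 above the line.

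Within clusters, the median size of the log2 ratio between the libraries was 0.31 across the 20 clusters with at least 50 cells in each library, from 0.22 in cluster 1 to 0.54 in cluster 12. In cluster 1, the cluster with the most cells, counting error alone gave 0.14. In cluster 12 it gave 0.22, and the excess over counting error, 0.33, was the highest of the 20 clusters. The median log2 ratio of cluster 12, with its sign, was 0.32, the largest in size, with cluster 5 next at 0.14. Part of the median size in cluster 12 was therefore an offset shared by many genes, which was not removed. The median depth of cluster 12 was 685 UMIs per control cell and 1721 UMIs per foxA cell. Requiring only 20 UMIs per gene raised the median over clusters to 0.39, the alternative that moved it most.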

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

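The alternatives were fixed before the data were examined, except the removal of the highest 5% of doublet scores, the clusterings without the genes over 2-fold different or without the leading genes, and the median size of the share ratios without clusters 10 and 22, which were chosen after seeing the data. The alternatives for the level of foxA were not run, because the features carry no gene symbols. No paired analysis was possible because each condition has 1 library, and for the same reason no fit leaves out a library and no other split of the samples exists. Keeping doublets repeated the main analysis, since 0 cells had been called, and it is left out of the counts below, which leaves 11 other clusterings. The size of each change was judged against counting error (for medians, the order-statistic interval over genes, clusters or cells), not against replicates.

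The control cells' share of cluster 13 stayed between 5.07% and 5.35% in most clusterings. It was 5.93% among cells with at least 500 genes, 3.56% with each library standardised on its own, 4.18% without the genes over 2-fold different and 4.47% without the leading genes. The foxA cells' share was 0.320%, 0%, 0.324% and 0.265% in these 4, and at most 0.0147% in the other 7. The share of foxA cells was below that of control cells in all 11. Standardising each library on its own also split cluster 1 by library, into a part with 1304 control and 115 foxA cells and a part with 40 control and 1294 foxA cells, so this setting introduced a separation of its own.

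The ratio of cluster 15 was within its counting error in all 11. Cluster 6 moved to 0.66 at resolution 0.25 and was not recovered in 4 alternatives (at least 500 genes, thinned cells, and both clusterings without genes). Cluster 19 moved to 0.058 with each library standardised on its own and was not recovered in 4 (all deposited cells, at least 500 genes, and both clusterings without genes). For the others of the 27 clusters, no ratio whose interval excluded 0 changed sign where the cluster was recovered, but the interval spanned 0 in 3 alternatives for cluster 10 (all deposited cells, 4000 variable genes, and without the genes over 2-fold different), in 2 for cluster 11 (resolution 1.0 and 4000 variable genes) and in 1 for cluster 12 (thinned cells). Of the clusters with an interval spanning 0, cluster 8 lay above 0 in 8 alternatives and cluster 1 lay above 0 after thinning (0.014 to 0.251) and below 0 in 2 others. The ratios of clusters 1, 3, 4, 7 and 9 moved beyond counting error with thinning. The cause of the moves among cells with at least 500 genes was not tested, but that filter kept 2039 of the control cells and 4694 of the foxA cells, so it acts unequally on the libraries.

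The ratio of median depth was 1.17 among cells with at least 500 genes. The median size of the whole-library log2 ratio was 0.22 with TMM, 0.22 with the mean of per-cell CPM, 0.21 with clusters weighted alike, 0.24 and 0.21 with pseudocounts of 0.1 and 5 CPM, 0.25 with at least 500 genes per cell, 0.26 with at least 20 UMIs per gene and 0.27 with no gene filter. No scaling moved the median log2 ratio of all genes, 0.08, by as much as 0.1. It was 0.04 with TMM. The within-cluster median was 0.39 with at least 20 UMIs per gene. Counting each result once per alternative, the values that answer a comparison, clusters 6, 13, 15 and 19 included, stayed within the error of the main value 55 times and moved beyond it 19 times. The remaining values, for the other clusters, the 4 named genes and the median log2 ratio of all genes, stayed within it 225 times and moved beyond it 43 times. In neither set did a called value reverse, but only log2 ratios with a sign could do so. The median sizes, the ratio of median depth and the shares of cluster 13 cannot change sign. Alternatives in which a cluster was not recovered are not in these counts.

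The depth limits what can be said of rare cells and low genes. The smallest cluster had 30 control cells and 39 foxA cells, and a cluster absent from the control library would allow a share there of up to 3 in 5978 cells.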

Other observations

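Most tests here were chosen only after the result they bear on was seen. The exceptions are the common floor for cluster 15, the concentration of SMESG000043411.1 in few cells, its overlap with cells resembling cluster 13, and the barcodes found in both libraries. Thinning was fixed as an alternative before the data were examined, but its values were known when it was made a test here.

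Cluster 13 of the main clustering had no foxA cells. A higher floor on UMIs per cell does not account for this, since 71.4% (66.0% to 76.3%) of its control cells had at least 440 UMIs, the lowest total in the foxA library, and the foxA library was the deeper. A loss of the leading transcripts alone from cells otherwise present would have put about 303 foxA cells in the group found without those genes, and 18 were found. Cells that had reached the droplets but broken or not been called would have left free RNA. In the control library 153 UMIs of SMESG000043649.1 lay outside cluster 13, a rate that would give 294 UMIs in the foxA library, where 0 were counted, also over all deposited cells. That the 153 UMIs were free RNA was not tested, and the count cannot show cells that no longer made this transcript. One candidate explanation is that few or none of the cells of cluster 13 entered the foxA droplets. Cells changed beyond the leading transcripts could be missed by these tests and are not excluded. Whether the cells were missing from the animals, were left out at dissection or were lost before loading was not tested, and 1 preparation per condition leaves these open. Exchanged labels cannot be told apart from the labels as given, because 0 features carry a gene symbol and the targeted gene was not measured here.

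All 18 foxA cells that joined the cluster 13 group without the leading genes came from cluster 4, which is also where SMESG000043411.1 rose. A changed mix of clusters does not account for that rise, as the log2 ratio within cluster 4 was 4.72. Of the cluster 4 cells, 41.9% (37.5% to 46.5%) had a UMI of it in the foxA library, at a median of 739.5 UMIs per cell, against 3.59% (2.02% to 5.85%) in the control library, at a median of 456.5. After thinning to 400 UMIs the shares were 33.9% (29.6% to 38.4%) and 3.05% (1.33% to 5.93%). In the cells of other clusters the unthinned shares were 0.618% in the foxA library, at a median of 919 UMIs per cell, and 0% in the control library, at a median of 572. Its counts were concentrated: 8.47% of the foxA cells of cluster 4 (40 cells) held at least 50% of them, so a small set of cells contributes much of the rise. These 40 cells are the fewest that hold at least 50% of the counts, so further cells had to hold the rest. By a test chosen after seeing the data, the 40 cells were not the whole cause. The thinned share of foxA cells with a UMI, 33.9% (29.6% to 38.4%), was above the thinned control share, 3.05% (1.33% to 5.93%). The foxA share includes the 40 cells, but at 8.47% of the cluster they are too few to make up that gap. The cells resembling cluster 13 were not its source, since they held 0.493% of its UMIs in the foxA cells of cluster 4. A changed state of cells within cluster 4 stays open as a hypothesis. Reads shared with a similar gene were not tested, for lack of a sequence.

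The size of cluster 19 in the foxA library was not a matter of depth or of high doublet scores. The log2 ratio was 2.37 (1.59 to 3.26) after thinning and 2.28 (1.58 to 3.05) without the highest 5% of doublet scores. A shift in expression among cells that otherwise group with cluster 12 is consistent with the clustering without the leading genes, in which 91.8% of cluster 19 fell in with cluster 12. The joint group was also larger in the foxA library. Cluster 12 differed most between the libraries within the cluster, but part of that difference was an offset shared by many genes. A gain of a distinct cell type and a changed state of an existing type may both contribute, and 1 library per condition does not separate them from a difference between preparations.

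The lower share of cluster 15 did not follow the depth. Its log2 ratio was -1.13 (-1.52 to -0.75) after thinning. Among cells with at least 440 UMIs in both libraries it was -1.08 (-1.49 to -0.69), with 123 control cells and 96 foxA cells. An effect of the RNAi, the level at which the trunks were dissected and losses during preparation stay open as untested explanations.

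There were 13 barcodes present in both libraries. Carry-over of reads is not a likely source, since 1 of the 13 pairs fell in the same cluster, where the cluster shares give 1.10 by chance.

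Of the cells with fewer than 200 genes, 31 of the 78 in the control library and 17 of the 17 in the foxA library had SMESG000030694.1 as their most abundant gene, with a median of 66.5% and 80.0% of their UMIs. These were 0.512% (0.348% to 0.726%) and 0.25% (0.146% to 0.400%) of the deposited cells. The most abundant gene of 15 further control cells held a median of 19.1% of their UMIs, and in 8 others it was SMESG000043649.1, at a median of 23.0%. A minimum on genes per cell thus removed some cells whose RNA was dominated by a single transcript, and others whose RNA was not. No biological explanation was tested.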
